A study of Mus musculus with 8 samples. Its data were reported in "De-regulation of gene expression and alternative splicing affects distinct cellular pathways in the aging hippocampus" (2014).

How the data were processed

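Hippocampal RNA of 8 mice was analysed, with 4 samples at 3 months of age (3M) and 4 at 29 months (29M). Groups and replicate numbers came from the sample titles. Each sample had been labelled with Cy3 and hybridised to 1 array of a 4-array slide.

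For each array the authors deposited the scanner output as intensities on a linear scale, not normalized between arrays. Per the file headers it was made with Agilent Feature Extraction software, version 10.7.3.1, on the second version of the mouse 4x44K design. The software version, scanner and design in these headers differ from those that the study's methods name, and the headers were followed. The files held the median intensity of each spot, the local background and a processed signal, which is the intensity after background subtraction and detrending over the array. The mean spot intensity, which had been planned as the input, was not in the files used here, so the median intensity took its place in every step. The deposited table of the whole series also holds intensities. All 8 of its columns equalled the mean local background of an array (to a tolerance of 0.001) and not its expression signal. In 7 of them the array was that of another sample than the column names. Column medians ranged from 26.7 to 34.8 scanner units, and no scale, centring or direction of expression values could be derived from the table, so it was not used as expression.

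In the main processing the type of normalization, the linear model, the adjustment and the thresholds followed the study's methods. Those methods do not name the removal of spots, the averaging of replicate spots or the minimum of usable arrays, which were set here. Control spots and spots marked as outliers (127 to 190 per array) were left out. Variance stabilising normalization, which fits 1 offset and 1 scale per array and then takes a generalized log2, was applied to the remaining intensities. The model was fitted in R 4.3.3 by an implementation made for this purpose (least trimmed squares with a quantile of 0.9 and 7 iterations), because the original package was not installed. On a generalized log2 scale the change of a dim probe is understated. Values of the 399 probes with 10 spots each were averaged, and 39030 probes had 1 spot. In limma 3.58.1 a linear model with a term for age was fitted to each probe with at least 3 usable arrays per group, and standard errors were moderated by eBayes. P-values were adjusted by Benjamini-Hochberg. A probe was called at an adjusted p under 0.1 and an absolute log2 change of at least 0.5, which is 1.414-fold. No filter on dim probes was applied. The normalization and test were checked on simulated data for this comparison, with 39428 probes of which 200 were changed. Of these 94.5% were recovered, 100% of them with the right sign, and 6.44% of the calls were false. The simulated changes were all at least 2-fold and lay in the brighter probes. Noise was independent between probes, without a slide effect. In the data only 123 higher and 38 lower of the 811 called probes changed at least 2-fold. The simulated rates therefore do not give the power or the share of false calls in the data.

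Probes were named by matching the accession in the files to RefSeq genes of the GRCm38.p6 assembly. This gave a symbol to 26055 of 39429 probes (66.1%) in 19751 genes, and 13374 probes stayed without one. The arrays were designed on another genome build (mm9), so no coordinates are given. A gene was called when at least 1 of its probes was called. The value printed for a single gene is that of its probe with the highest mean over the 8 arrays. A probe was taken as bright in a group when it was well above background on all 4 arrays, and this held for at least 1 group in 77.7% of the tested probes. A gene that is not well above background in any array of a group would have only a lower bound for its fold, computed with its values raised to the lowest normalized signal well above background on each array.

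Named genes followed a rule made before the data were examined: genes that the study discusses by name, the 8 largest rises and 8 largest falls among called genes with separate groups and a bright probe, and the called members of the complement list. For the closing section the rule added the sex-linked genes and the members of a cell type list that moved as a list. Gene lists and marker lists were also written before the data were examined, as were all alternatives. The 8 gene lists and 11 marker lists were tested with limma's camera (two-sided, preset inter-gene correlation 0.01, 1 probe per gene), adjusted within each family, at an adjusted p of 0.05. Over-representation was tested with a one-sided Fisher's exact test over 16 combinations of list and direction. Genes of the lists without a matched probe, such as C4a and Cd68, were left out.

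As alternatives, log2 processed signals minus the 75th percentile of each array, normexp background correction (offset 50) with quantile normalization, and the variance stabilising model on processed signals were run. Other fits kept outlier spots, used only bright probes, or took slide as a fixed or a random block (duplicateCorrelation). Further ones took the replicate number as a block, an intensity trend with a robust prior, or array weights, and each array was left out in turn. Thresholds, set tests (fry, camera with an estimated correlation) and the mean over all probes of a gene were varied as well. In that mean an array without a value for 1 probe of a gene was left out for the gene. The slides were scanned one by one, so slide and scan are the same batch.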

Results

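RNA from the hippocampus of young adult mice (3 months of age, 3M) and of mice at advanced age (29 months, 29M) was measured on 1-colour whole-genome microarrays. On such an array the brightness of a spot of Cy3-labelled material reports the abundance of 1 transcript. Each group had 4 arrays, 1 for each of 4 samples, and the arrays lay on 3 slides that each held both groups. An array carried 43020 spots that were not controls, which stood for 39429 probes. The share of these spots well above background ranged from 76.2% (replicate 1 of 3M) to 85.0% (replicate 4 of 3M), and it lay between 78.9% and 84.2% in 29M. No spot was saturated. Replicate 1 of 3M was the only array that the extraction software marked for evaluation in place of in range. It was also the only 3M array on slide 1, so every change within slide 1 rests on it. Between any 2 arrays the normalized log2 intensities correlated across probes with r from 0.991 to 0.998, where probes are not independent replicates. The number of arrays limits the precision of every value given here.

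The first comparison asked which transcripts differ in level between the age groups, in a cohort that the study measured in addition to its RNA sequencing. In limma's moderated test, 811 of 39408 tested probes passed both thresholds, an adjusted p under 0.1 and an absolute log2 change of at least 0.5. Of these, 489 probes were higher and 322 were lower in 29M, so that 60.3% of the changed probes were higher. A change of at least 2-fold was seen for 123 of the higher and 38 of the lower probes. The changed probes stood for 362 genes with a higher and 178 genes with a lower probe, and 1 gene (Fam149b, named here because it was the only one) had probes in both directions. No gene symbol could be given to 98 of the higher and 134 of the lower probes. The values of the 4 arrays of 3M and the 4 arrays of 29M did not overlap for 781 of the 811 probes (96.3%). Over all tested probes this held for 11.1%, against 2.86% that chance gives for 4 against 4. Leaving out replicate 1 of 3M moved these counts most upward, to 843 higher and 627 lower probes, and leaving out replicate 2 of 3M moved them most downward, to 258 and 128. Without replicate 1 of 29M they were 261 and 137, and without replicate 2 of 29M 280 and 166. Without replicate 3 of 3M 308 probes were higher, and without replicate 4 of 29M 157 were lower. With slide as a block, 372 higher and 258 lower probes were changed.

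**Figure D1:**
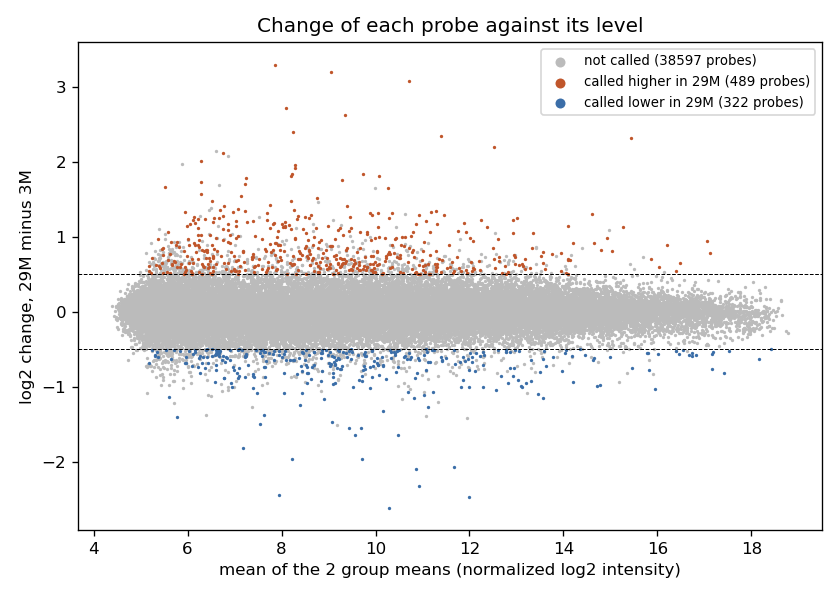
Change of each tested probe (vertical axis, log2, 29M minus 3M) against the mean of its group means (horizontal axis, normalized log2 intensity), with 489 probes called higher in 29M, 322 called lower and the rest in grey. Dashed lines mark a log2 change of 0.5 in either direction, and called probes lie over the whole range of levels.

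The genes that the study discusses by name were examined next. C4b (probe A_55_P2078633), which encodes complement factor 4, had a normalized log2 intensity of 14.28 ± 0.49 (SD, n = 4) in 3M and 16.60 ± 0.17 (SD, n = 4) in 29M. The log2 change was 2.32 (SE 0.22, limma adjusted p 0.00239), a 4.98-fold higher level. C4a was matched to no probe, and its sequence is close enough to that of C4b that the signal of the C4b probe could hold both. C3 rose by 2.34 (SE 0.32, limma adjusted p 0.0113) on its brighter probe and by 1.17 on its other probe, so that both probes were called but differed in size. Gfap, an astrocyte gene, rose by 0.71 (SE 0.12, limma adjusted p 0.0238), and its 3 probes were all called, with changes between 0.69 and 1.06. Among non-coding transcripts, Neat1 rose by 1.13 (SE 0.10, limma adjusted p 0.00198) and Pisd-ps1 by 0.89 (SE 0.11, limma adjusted p 0.00718). Malat1 was 0.34 higher (SE 0.13), which did not pass the thresholds (limma adjusted p 0.224), although its 4 arrays of 29M lay just above those of 3M (lowest 12.84 against highest 12.83). Its change was 0.17 with log2 processed signals scaled to the 75th percentile and 0.19 with the variance stabilising model on processed signals. Sult1c2 rose by 1.65 (limma adjusted p 0.0251) and Cox8b by 1.23 (limma adjusted p 0.0783). The call of Cox8b was lost in 9 of 19 alternative settings.

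For the other genes of this group given here, no change passed the thresholds. The largest of their differences was that of Lrmda, 0.63 higher in 29M (limma adjusted p 0.172), with a direction that turned on slide 1, where it was -0.07. Aif1 was 0.34 higher (limma adjusted p 0.563), but -0.66 on slide 1 against 0.63 and 0.76 on slides 2 and 3. App was lower by a log2 change of -0.23 (limma adjusted p 0.268) and Bace1 by -0.19 (limma adjusted p 0.391). Slc7a2, Htr2c, Rbfox3, Sptbn1 and Cr1l had log2 changes between -0.15 and 0.09, each smaller than 2 standard errors, on the probe with the highest mean. Other probes moved by more than 2 standard errors without a call, by -0.39 for Sptbn1 and 0.36 for Htr2c. The probes of Rbfox3 disagreed in sign, with changes from -0.13 to 0.02. On these single arrays the change of C4b within a slide was 1.54, 2.23 and 2.93 on slides 1, 2 and 3. All 28 named genes that were called kept 1 direction on all 3 slides. This was fixed in advance and tests nothing, because for each of them the arrays of 29M did not overlap those of 3M. With slide as a block 24 of the 28 stayed past both thresholds.

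**Figure D2:**
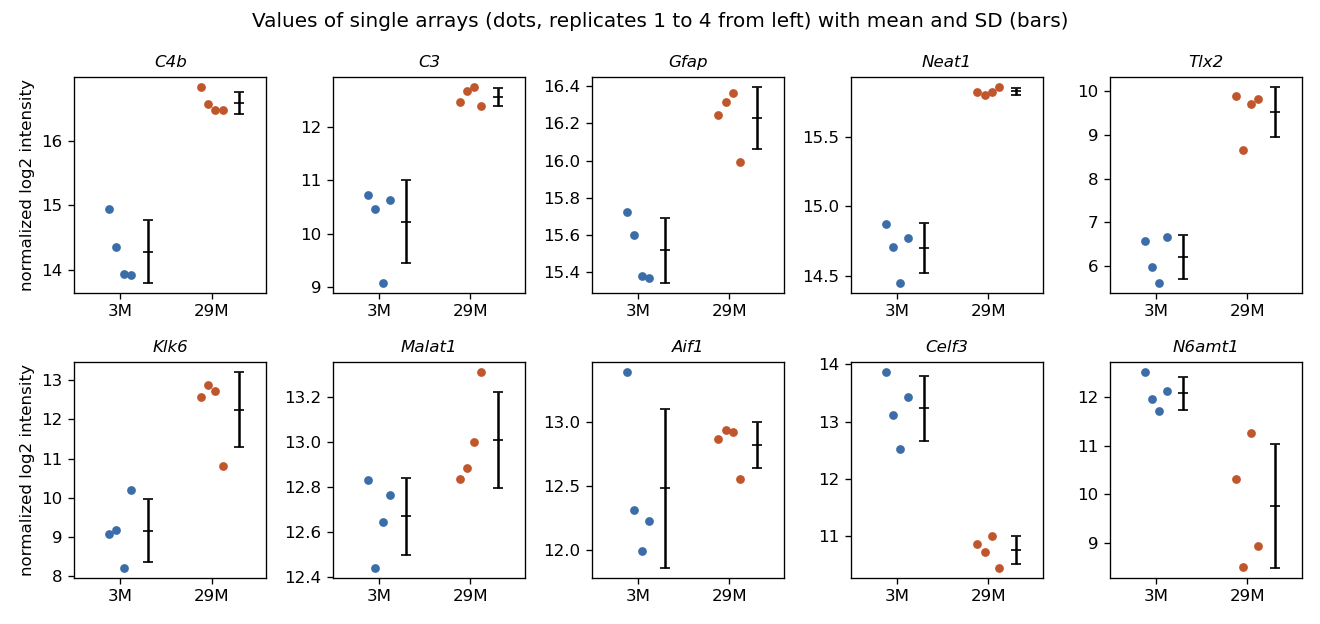
Normalized log2 intensity (vertical axis, not starting at 0) of 10 genes in the 4 arrays of 3M (blue) and the 4 of 29M (orange). Dots are single arrays and bars are the mean with the SD; for C4b all 4 arrays of 29M lie above those of 3M, while for Aif1 the groups overlap.

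The largest rises among genes with separate groups and a probe above background were those of Tlx2, Ceacam16, Klk6, Cst7, C3, C4b, Ifi27l2a and Cxcl13. Tlx2 went from 6.22 ± 0.50 (SD, n = 4) to 9.51 ± 0.58 (SD, n = 4), a log2 change of 3.30 (SE 0.31, limma adjusted p 0.00239). Its probe was well above background on 3 of the 4 arrays of 3M. Ceacam16 rose by 3.20 (SE 0.40, limma adjusted p 0.00753), Klk6 by 3.08 (SE 0.50, limma adjusted p 0.0232) and Cst7 by 2.72 (SE 0.34, limma adjusted p 0.00718). Ifi27l2a rose by 2.19 and Cxcl13 by 2.12, with limma adjusted p of 0.00389 and 0.00421. The probe of Cxcl13 was also well above background on 3 of the 4 arrays of 3M, and its change ran from 1.56 to 3.33 over 19 alternative settings. The largest falls were those of Celf3, Ccny, N6amt1, Retreg3, Cntfr, Stk32c, Zfyve9 and Clec2d. Celf3 went from 13.23 ± 0.56 (SD, n = 4) to 10.76 ± 0.24 (SD, n = 4), a log2 change of -2.47 (SE 0.25, limma adjusted p 0.00338). Ccny changed by -2.45 (SE 0.25, limma adjusted p 0.00349) and N6amt1 by -2.32 (SE 0.53, limma adjusted p 0.0690), and the SD of N6amt1 in 29M was 1.27. The other 5 changed by between -2.10 and -1.82, with limma adjusted p from 0.0107 to 0.0362. The smallest of these falls was that of Clec2d, whose probe was well above background on 3 of the 4 arrays of 29M and whose change ran from -2.73 to -1.47 over 19 alternative settings. Each of these 8 falls was measured by 1 probe, so that no other probe of the gene could be set beside it.

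The study asked which functional groups of genes move with age, and 8 gene lists fixed before the data were examined were tested for this. In limma's camera test with a preset inter-gene correlation of 0.01, all 8 lists passed an adjusted p of 0.05. Higher in 29M were the lists for the interferon response (33 genes on the array, median log2 change 0.59, adjusted p 2.8e-14), phagocyte receptors (30 genes, 0.46, 5.29e-14), antigen presentation (25 genes, 0.60, 1.58e-08), complement (37 genes, 0.13, 0.00016) and coagulation (36 genes, 0.12, 0.00683). Lower were proliferation and neurogenesis (30 genes, -0.41, 3.19e-10), immediate early genes (21 genes, -0.20, 0.00047) and synaptic plasticity (47 genes, -0.09, 0.0144). Under fry, which takes the correlation from the arrays, the lists for antigen presentation, immediate early genes and synaptic plasticity were not past 0.05, and the other 5 were. With an estimated correlation in camera only proliferation and neurogenesis stayed past it (adjusted p 0.0444), which was the alternative that moved these lists most. The only 3M array of slide 1, replicate 1, had an antigen presentation score of 0.34, on the level of 29M arrays. The median shift of the antigen presentation list was -0.13 on slide 1, against 0.81 and 0.97 on slides 2 and 3, and that of synaptic plasticity was 0.04, -0.08 and -0.13. The other 6 lists had the same sign on every slide: for the interferon list the shifts were 0.13, 0.74 and 0.92, for phagocyte receptors 0.14, 0.70 and 0.68, for complement 0.03, 0.16 and 0.18, for coagulation 0.12, 0.16 and 0.11, for proliferation and neurogenesis -0.39, -0.37 and -0.32, and for immediate early genes -0.03, -0.16 and -0.28. With slide as a block the median shifts were 0.55 for interferon, 0.42 for phagocyte receptors, 0.46 for antigen presentation, 0.15 for complement, 0.10 for coagulation, -0.31 for proliferation and neurogenesis, -0.13 for immediate early genes and -0.08 for synaptic plasticity.

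**Figure D3:**
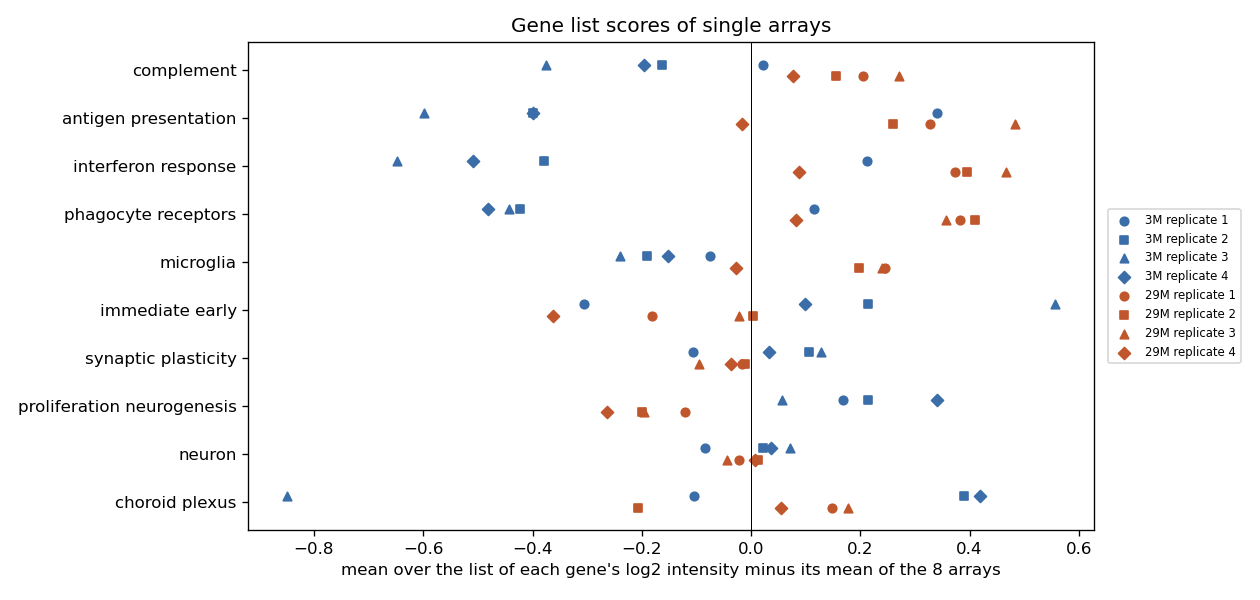
Score of 10 gene lists (horizontal axis, mean over the list of each gene's log2 intensity minus its mean over the 8 arrays) in single arrays of 3M (blue) and 29M (orange), with 1 marker shape per replicate. For proliferation and neurogenesis all arrays of 3M lie above 0 and all of 29M below it, while for the interferon response replicate 1 of 3M lies at 0.21, above replicate 4 of 29M at 0.09.

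In the counts of list members that follow, each gene is represented by its probe with the highest mean. Of the 37 complement genes, 8 were higher and 1 was lower past both thresholds when adjusted over all probes tested. Adjusted over the list alone, 12 were higher and 1 was lower. Beside C3 and C4b, the higher members were Itgax (log2 change 1.96), C2 (0.93), C1qa (0.86), C1ra (0.63), C1qb (0.56) and C1s1 (0.51). Masp2 was the lower member (-0.63, limma adjusted p 0.0240), and 2 of its 3 probes were called. The calls of C1qb, C1ra, C1s1 and C2 were each lost in at least 7 of 19 alternative settings on these probes (another probe of C1ra was called at 0.67, limma adjusted p 0.00689), while C3, C4b, C1qa, Itgax and Masp2 kept theirs in all 19. In the interferon list 16 genes were higher over all probes and 19 were higher when adjusted over the list alone. The counts of higher genes were 10 and 13 for phagocyte receptors, 4 and 10 for antigen presentation, and 5 and 6 for coagulation, again over all probes and adjusted over the list alone. Members of the H2 and Serpina1 families, which these lists hold, have near-identical copies whose probes can read one another, so their values are uncertain. For proliferation and neurogenesis 9 genes were lower under either adjustment. For immediate early genes limma's test called 0 as lower over all probes and 3 when adjusted over the list alone, and 6 had an unadjusted p under 0.05. For synaptic plasticity it called 0 of 47 under either adjustment, with 8 at an unadjusted p under 0.05. Another probe of Nrxn2, a member of that list named after its values were seen, was called (-0.79).

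Over-representation among the called genes, where a call of any probe of a gene counts, was tested with Fisher's exact test (one-sided) over 19742 genes with a tested probe and adjusted over 16 tests. The interferon list held 16 of the 362 higher genes where 0.605 were expected (26.4-fold, adjusted p 1.65e-18). Phagocyte receptors held 11 (20.0-fold, 1.45e-11), complement 8 (11.8-fold, 1.15e-06), coagulation 5 (7.57-fold, 0.00152) and antigen presentation 4 (8.73-fold, 0.00277). Among the 178 lower genes, proliferation and neurogenesis held 10 where 0.270 were expected (37.0-fold, 5.66e-13). No other list passed 0.05 in either direction. Fisher's test takes genes as independent, so its p-values do not measure the variation between animals. The estimated correlation between members was 0.65 for the interferon list and 0.61 for antigen presentation. For the other lists named here it lay between -0.01 (coagulation) and 0.29 (phagocyte receptors). Where members are correlated, the p-values of this test are too small. The result for antigen presentation was lost with log2 processed signals scaled to the 75th percentile (adjusted p 0.529). It was also lost with slide as a fixed block (0.124), with the replicate number as a block (0.0803) and for genes called at 0.05 (0.0815).

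Whether the cell types of the tissue differ in their markers was tested with 11 further lists. Only the microglia list passed an adjusted p of 0.05 in camera (20 genes on the array, median log2 change 0.32, adjusted p 6.81e-07). It held under fry (0.0187) and not with an estimated correlation (0.215), and its median shift was 0.30, 0.40 and 0.38 on slides 1, 2 and 3 and 0.32 with slide as a block. Of its 20 genes 17 were higher, and 4 were called both over all probes and adjusted over the list alone. Neuron markers showed a median log2 change of 0.00 (18 genes, adjusted p 0.473). Astrocyte markers (0.15, adjusted p 0.357), oligodendrocyte markers (0.16, 0.0778), oligodendrocyte precursor markers (0.16, 0.845) and endothelial markers (0.10, 0.118) were not past the threshold. The same held for choroid plexus (0.13, 0.701), meninges (0.19, 0.473), ependyma (-0.10, 0.473), red blood cells (-0.25, 0.118) and T and B cells (0.10, 0.118). Replicate 3 of 3M decided 3 of these results: without it choroid plexus (adjusted p 0.0147), ependyma (1.15e-06) and red blood cells (0.00817) were past the threshold as lower in 29M. The oligodendrocyte precursor list had a mean change of -0.02, opposite in sign to its median. Some lists that did not pass still held called genes, over all probes and on the probe with the highest mean. Called higher were 3 T and B cell, 2 astrocyte, 2 oligodendrocyte and 1 endothelial markers, and 1 oligodendrocyte precursor marker was called lower. A list that did not pass thus does not exclude a change of single markers.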

Values the study reported

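By RNA sequencing of the hippocampus, the study counted 323 differentially expressed genes at 29 months against 3 months, of which 275 were up-regulated and 48 down-regulated. At 24 months it counted 477 such genes. By quantitative PCR it measured C4b mRNA at 3.2-fold the young level at 24 months and at 6.6-fold at 29 months. About 70% of the changed genes were up-regulated in its sequencing comparisons.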

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

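The tests that set replicate 1 of 3M against a wrong label and against slide 1 were chosen after the result was seen. In each group of 4 arrays, the array farthest out was examined when its gap to the nearest other array took up most of the range of the group. This was done for 139 groups of values, and 11 were far enough out, where chance gives about 6.95 (1 in 20).

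Replicate 1 of 3M lay apart in the phagocyte receptor list (gap 0.90 of the range), with a score of 0.12 where the other 3M arrays lay between -0.48 and -0.42. It stood apart also in Lrmda (gap 0.836), at 8.83 against 7.82 to 7.98, and in Cntfr (gap 0.832), at 13.02 against 12.57 to 12.64. Its scores for the interferon response (0.21) and antigen presentation (0.34) were on the level of 29M arrays as well. A 29M sample under the wrong label is argued against by the proliferation and neurogenesis list, whose score in this array was 0.17, within the range of the other 3M arrays (0.06 to 0.34) and above all 29M arrays (highest -0.12). An exchange with replicate 4 of 29M, the 29M array with the lowest interferon score, is argued against in the same way, since that array had the lowest score of all for this list (-0.26). A shift of slide 1 stays open. Of the other arrays of that slide, replicate 4 of 29M had an interferon score lower than the mean of the other 29M arrays by a difference of -0.32, but replicate 3 of 29M had the highest score of all arrays (0.47). Across probes, the deviations of replicate 1 of 3M from its group mean correlated most with those of that array (r 0.39, where probes are not independent replicates). These arrays point opposite ways and decide nothing. Also open is a difference of this animal, such as immune activation, or of its tissue or RNA. The array was the only one marked for evaluation by the extraction software, so its quality stays open too.

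Replicate 4 of 29M lay apart in the phagocyte receptor list (gap 0.837), with 0.08 against 0.36 to 0.41, and in the list of oligodendrocyte precursors (gap 0.853), with -0.23 against 0.04 to 0.08. It was lowest in Klk6 (gap 0.855), at 10.82 against 12.57 to 12.87, and in Itgax (gap 0.898), at 8.48 against 9.49 to 9.60. It was highest in Kdm5d (gap 0.980), at 6.93 against 5.69 to 5.71, but only this array of 29M was well above background for its probe, so the gap rests on values at background and says nothing about the array. Several of these genes are expressed by microglia or oligodendrocytes, so the flags on this array are not independent of each other. No technical or biological explanation was tested for them. Both Klk6 and Itgax stayed above all 3M arrays in this array.

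The remaining flags were single values. In 3M, replicate 3 was low in C3 (gap 0.845), at 9.08 against 10.47 to 10.73. In 29M, replicate 2 was low in Tlx2 (gap 0.852), at 8.66 against 9.70 to 9.88, and replicate 3 was high in Ifi27l2a (gap 0.972), at 13.85 against 13.54 to 13.55. The range of Ifi27l2a in 29M was small beside its change of 2.19. No technical or biological explanation was tested for these 3, and their number is in the range that chance gives.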

How the results depend on the processing

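All alternatives here were planned before the data were examined. The planned use of the authors' value table as expression was not run, because that table holds local background.

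All 811 called probes kept their direction in every alternative fit that tested them, except 1 probe when outlier spots were kept (810 of 811). For fits on the same normalized values this was nearly fixed in advance, since the groups did not overlap for 781 probes. The kept calls tell more. With slide as a random block 807 of the 811 kept their call and with a trend and robust prior 805, but with slide as a fixed block 514 and with scaling to the 75th percentile 450 did so. Under that scaling 241 genes were higher. With 1 array left out 359 (without replicate 2 of 3M) to 748 (without replicate 1 of 3M) kept their call, and 372 and 408 did so without replicates 1 and 2 of 29M. The share of higher among called probes was 60.3%, and it lay between 57.6% and 65.1% under the other scalings. It was 55.4% with array weights, 51.2% without replicate 3 of 29M (435 higher and 414 lower probes) and 71.2% without replicate 4 of 29M, the extremes over arrays left out. The median change of all probes was 0.0034, and between -0.022 and -0.00029 under the other scalings. Array weights gave 852 higher and 687 lower probes (618 and 382 genes). An adjusted p under 0.05 gave 306 and 178 probes (217 and 105 genes), and no limit on the change gave 759 and 620 (563 and 343). Leaving out 1 array gave 258 to 843 higher and 128 to 627 lower probes, and 177 to 610 genes higher and 78 to 338 lower. The highest counts came without replicate 1 of 3M, which had the lowest array weight (0.395). Low counts, over 1.5 times below, came without replicate 2 or 3 of 3M and without replicate 1, 2 or 4 of 29M. For lower probes these were 128, 137, 166 and 157 without replicate 2 of 3M and replicates 1, 2 and 4 of 29M, and for higher probes 258, 308, 261 and 280 without replicates 2 and 3 of 3M and 1 and 2 of 29M. Fewer arrays lower the power by construction.

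With the replicate number as a block, 266 probes were higher and 146 lower (195 and 85 genes), 382 of the 811 probes kept their call, and over-representation was lost for coagulation (adjusted p 0.687) and antigen presentation (0.0803). Klk6 lost its call there (limma adjusted p 0.106). Samples with the same number lay on different slides, except those of replicate 2, which shared slide 2. Deviations of such samples from the group means correlated across probes between -0.24 and 0.21, highest for replicate 2. The shared slide may add to that highest value. These correlations gave no sign that the numbers pair the samples.

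Of the gene lists, only proliferation and neurogenesis stayed past 0.05 in all 21 alternatives. Camera with an estimated correlation gave 0.163 for complement, the interferon response and synaptic plasticity, 0.0750 for coagulation and phagocyte receptors, 0.178 for antigen presentation, 0.299 for immediate early genes and 0.215 for microglia. Fry gave 0.0518 for antigen presentation, 0.0664 for synaptic plasticity and 0.214 for immediate early genes. Leaving out arrays moved synaptic plasticity from 0.00173 to 0.0978, and it no longer passed without replicate 3 of 3M (0.0978) or of 29M (0.0578). Over-representation of antigen presentation was lost at 0.529 with 75th percentile scaling, 0.124 with slide as a fixed block and 0.0815 for genes called at 0.05. Array weights added immediate early genes among the lower genes (9.52e-05).

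Among marker lists, oligodendrocytes passed 0.05 with 75th percentile scaling (0.0206), normexp (0.0485), processed signals (0.0187), slide as a random block (0.0345), a trend and robust prior (0.0412) and the mean over probes (0.00271), with 0.00105 to 0.217 over arrays left out (past it without replicate 4 of 3M, 0.00105, or of 29M, 0.0117). T and B cells passed with a random block (0.0345) and a trend and robust prior (0.0419). With 1 array left out the adjusted p ran from 1.15e-06 to 0.932 for ependyma, 0.00817 to 0.498 for red blood cells, 0.0147 to 0.938 for choroid plexus, 0.0547 to 0.938 for meninges and 0.449 to 0.940 for oligodendrocyte precursors. Without replicate 3 of 3M ependyma (1.15e-06) and red blood cells (0.00817) passed as lower in 29M, and choroid plexus turned to lower and passed (0.0147). Red blood cells passed also without replicate 2 of 29M (0.0350). Choroid plexus turned with array weights too (0.412). Other turns stayed far from the threshold: oligodendrocyte precursors with a random block (0.959), with a trend and robust prior (0.991) and without replicate 1 of 3M (0.595), 1 of 29M (0.928) or 3 of 29M (0.938), meninges without replicate 3 of 29M (0.938), and ependyma without replicate 4 of 3M (0.658).

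Single genes that were not called turned in sign near 0. Sptbn1 came to 0.029 with normexp and to between -0.034 (without replicate 4 of 29M) and 0.023 (without replicate 4 of 3M) with arrays left out, but to -0.20 with the mean over probes. Htr2c came to -0.10 with slide as a fixed block and -0.024 to 0.21 with arrays left out. Rbfox3 came to -0.030 with slide as a fixed block, -0.077 with the mean over probes and -0.032 to 0.093 with arrays left out. Cr1l came to 0.0024 with array weights and -0.090 to 0.064 with arrays left out. None of the 28 called genes named here turned in any of 19 alternatives. Their groups did not overlap, so this was nearly fixed in advance for fits on the same normalized values. Calls of the probe with the highest mean were lost, however. Cox8b, N6amt1, C1ra and C1s1 each lost theirs in 9, C2 in 8 and C1qb in 7, most of them with 1 array left out. Their highest limma adjusted p were 0.203, 0.169, 0.191, 0.186, 0.176 and 0.195 in this order. Stk32c lost its call without replicate 1, 2 or 4 of 29M (limma adjusted p 0.101, 0.105 and 0.101), Clec2d without replicate 2 of 29M (0.101). Without replicate 1 of 3M Lrmda (0.00312) and Aif1 (0.0310) were called, and Lrmda also with array weights (0.0162). The cause of the changes in this part was not tested, except where stated. Dim probes limit all counts: 463 of the 489 higher and 308 of the 322 lower probes were bright in at least 1 group, and 45 higher probes were well above background on no array of 3M.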

Other observations

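The tests on the size of falls, on the choroid plexus score, on the protocadherins and on probes of 1 gene were chosen after the result was seen.

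Of the 35 ways to split the 8 arrays into 4 and 4, only 1, the real one, gave as many called probes (811) and as many called genes. This excludes chance for both counts only if arrays can be exchanged across slides. Deviations of a 3M and a 29M array correlated across probes with a median r of 0.11 on the same slide and -0.08 on different slides. Exchange within slides alone allows fewer splits and was not counted. In limma's test the other 34 splits gave 0 called probes each. At an unadjusted p under 0.05 they gave a median of 1218 and at most 4615 probes, against 6665. The camera results of the lists held up less well, since 31 of the 34 other splits put at least 1 of the 8 lists past 0.05, with a median of 4. A camera p as low as the real one came from 1 of 35 splits for coagulation and for proliferation and neurogenesis. This is the smallest count the design allows. If arrays can be exchanged across slides, it would exclude chance for 1 list taken alone, but adjusted over the lists tested it does not. The gap was also narrow: the camera p of proliferation and neurogenesis was 1.2e-10 against 5.08e-10 for the lowest other split, and that of coagulation 0.00598 against 0.00811. With an estimated correlation the adjusted p were 0.0444 and 0.0750, so that only the former passed. It came from 2 for complement, the interferon response, phagocyte receptors and microglia, 6 for antigen presentation, 7 for synaptic plasticity and 13 for immediate early genes, where chance cannot be excluded by this count. For complement, interferon and phagocyte receptors the other split exchanged replicate 1 of 3M with replicate 4 of 29M, both on slide 1. Its camera p was lower than the real one, at 3.66e-06 against 9.97e-05, 3.02e-28 against 3.5e-15 and 1.22e-20 against 1.32e-14 in this order. For antigen presentation the same exchange gave the lowest camera p, 7.98e-26 against 7.88e-09. For these lists the real grouping was thus not the strongest. For the over-representation of lists the same count was 1 of 35 by construction, because the other splits had no called gene, and it says nothing about chance beyond the count of called genes.

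Technical sources of the called probes were tested. With slide as a block 630 probes were called, and of probes called on the arrays of 2 slides 82.1% kept their direction on the third slide, over 1275 checks. Nearly all of these checks came from slide 1 (1175), whose only 3M array was replicate 1, and 80.7% kept their direction there. Slide 2 gave 98 of 98 and slide 3 allowed only 2. This argues against slide as the whole source. Of the 29M arrays, 3 lay at position 4, where no 3M array lay. Of probes called without replicate 3 of 29M and replicate 2 of 3M, both at position 2, 95.4% kept their direction between these arrays, which argues against position as the whole source. Xist was well above background on only 2 arrays and not different between the groups (5.37 and 5.47), and Ddx3y and Eif2s3y were well above it on all 8 arrays, and the lowest adjusted p of the 5 sex-linked genes was 0.445 (Eif2s3y), which argues against a difference in sex. Red cell genes had a median change of -0.25, against blood as a source of the rises. The highest choroid plexus score of a 3M array was 0.24 above the highest of a 29M array, and 2 arrays of 3M lay above every 29M array. This argues against choroid plexus tissue as the whole source of the rises. The 5 abundant genes of this tissue had a median change of 0.01. The median shift of the list was -0.60 on slide 2, but 0.22 and 0.30 on slides 1 and 3. A part of this tissue in some rises thus stays open. What also stays open beside age is any difference in housing, origin or handling between the groups, which was not tested.

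The deposited table of values was not expression. Each of its 8 columns equalled the local background of an array, and 7 were those of another sample, 4 of them of the other group. If the columns were right and the scanner files assigned to the wrong samples, the arrays in the order of the value table would give at least as many called probes, but limma's test called 0 (1392 at an unadjusted p under 0.05) against 811. This argues against the order of the table.

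Large falls differed in size between the 29M arrays. Of 38 probes that fell at least 2-fold, 18 (47.4%) had their highest 29M value in replicate 3, the next in replicate 1 and the lowest in replicates 2 and 4, against 8.16% of bright probes without a call and 8.33% by chance. Of all falls 21.6% had this order and of all rises 9.22%. Replicate 3 was the 29M array that did not lie at position 4. Between the arrays at position 2, probes called lower on the other 6 arrays kept a median of 52.7% of their fall, in a range of 16.7% to 112.5% over the 16 pairs that can be left out. Position and animal cannot be told apart here, because 1 array alone lay off position 4. A factor shared by these probes may thus add to the falls of genes such as N6amt1 and Zfyve9, each measured by 1 probe. Where a called gene had several bright probes, all of them were called in 7 of 65 lower and 22 of 108 higher genes, and at least 1 probe went the opposite way in 19 and 23.

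The protocadherin beta genes, noticed among the called probes, rose as a family. The 22 bright probes, 1 per gene, had a median change of 0.38, with 19 higher and 6 called, and the median was between 0.35 and 0.38 under the other scalings. Probes of the alpha cluster went the other way (9 probes, median -0.29, and -0.50 to -0.27 under the other scalings), and those of the gamma cluster stayed near 0 (5 probes, -0.07). Family members are similar in sequence, so that several probes may read one shared transcript. The median correlation of their deviations within groups was 0.21, above the 95th percentile of random probe sets (0.08). What probes of a single transcript would give was not measured, which leaves this open. A joint regulation of the beta cluster with age is a hypothesis that was not tested.

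Cdkn2a, a cell cycle inhibitor named after its values were seen, was not well above background on any 3M array and was so on all 4 arrays of 29M. The level in 29M was at least 2.89-fold higher (limma adjusted p 0.00198), with the 3M level set to the lowest signal well above background. Its other probe changed by 0.18, so the probes disagree.

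Of the microglia list, the called members C1qa, C1qb, Trem2 and Tyrobp also stand in the complement or phagocyte lists. Aif1 and Cx3cr1 were higher by 0.34 and 0.30 and Tmem119 by 0.37, none of them called, and Itgam, Olfml3 and Fcrls were lower by -0.05, -0.10 and -0.25. The other members rose by between 0.11 and 0.49.

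The share of higher genes among those changed at 29M in the sequencing can be set beside the counts here only loosely, since the platform and cohort differ. On the arrays 178 genes were lower. That is higher than the count quoted from the study above. The study's sequencing used a stricter threshold on the adjusted p than the arrays did. At an adjusted p under 0.05 the arrays gave 217 higher and 105 lower genes, and with 1 array left out 177 to 610 higher and 78 to 338 lower genes at 0.1, so no closeness of the counts can be read from them.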
